# Dynamic parent-of-origin effects on small interfering RNA expression in the developing maize endosperm

**DOI:** 10.1186/s12870-014-0192-8

**Published:** 2014-07-24

**Authors:** Mingming Xin, Ruolin Yang, Yingyin Yao, Chuang Ma, Huiru Peng, Qixin Sun, Xiangfeng Wang, Zhongfu Ni

**Keywords:** siRNA, Imprinting, Maize, Endosperm, GSE52726

## Abstract

**Background:**

In angiosperms, the endosperm plays a crucial placenta-like role in that not only is it necessary for nurturing the embryo, but also regulating embryogenesis through complicated genetic and epigenetic interactions with other seed compartments and is the primary tissue in which genomic imprinting occurs.

**Results:**

We observed a gradual increase of paternal siRNA expression in the early stages of kernels and an expected 2:1 maternal to paternal ratio in 7-DAP endosperm *via* sequencing of small interfering RNA (siRNA) transcriptomes in developing kernels (0, 3 and 5 days after pollination (DAP)) and endosperms (7, 10 and 15 DAP) from the maize B73 and Mo17 reciprocal crosses. Additionally, 460 imprinted siRNA loci were identified in the endosperm, with the majority (456/460, 99.1%) being maternally expressed at 10 DAP. Moreover, 13 out of 29 imprinted genes harbored imprinted siRNA loci within their 2-kb flanking regions, a significant higher frequency than expected based on simulation analysis. Additionally, gene ontology terms of “response to auxin stimulus”, “response to brassinosteroid stimulus” and “regulation of gene expression” were enriched with genes harboring 10-DAP specific siRNAs, whereas those of “nutrient reservoir activity”, “protein localization to vacuole” and “secondary metabolite biosynthetic process” were enriched with genes harboring 15-DAP specific siRNAs.

**Conclusions:**

A subset of siRNAs subjected to imprinted expression pattern in maize developing endosperm, and they are likely correlated with certain imprinted gene expression. Additionally, siRNAs might influence nutrient uptake and allocation processes during maize endosperm development.

## Background

In flowering plants, the two distinct female gametes, the central cell (2n) and the egg cell (1n), are fertilized by two sperm cells (1n), producing the triploid endosperm (2-maternal vs. 1-paternal, 2 m:1p hereafter) and the diploid embryo (1 m:1p), respectively [1]. The genetic balance and molecular interaction between the endosperm, embryo and surrounding maternal tissues are essential to proper seed development [2]-[6]. Although a terminal tissue, the endosperm plays a crucial role by providing nutrients to support embryogenesis and seed germination and coordinate seed development [2]. However, how the expression of the parental genome is regulated and what proportions of the filial genomes contribute to the control of this process during early endosperm development have not been fully explored. Although some studies have indicated that the transcriptional activation of the paternal genome lags behind that of the maternal genome in the seed development during the first few days after pollination (DAP), resulting in an unequal expression of parental genomes [7]-[9], other studies have reported that the parental genomes might be initiated concomitantly after fertilization, even at the 2-to 4-cell stage [10]-[12].

Imprinting refers to allele-specific gene expression that depends on the parent-of-origin manner, a form of unequal contribution by parental genomes primarily occurring in the plant endosperm [13]-[16]. Recent studies in *Arabidopsis thaliana* and *Oryza sativa* (rice) have revealed that a subset of non-coding loci generating small interfering RNAs (siRNAs) are also subject to parental genomic imprinting [17],[18]. For example, the predominant accumulation of PolIV-dependent 24-nt siRNAs was transcribed from the maternal genome after fertilization in *Arabidopsis* seeds of the Columbia and Landsberg erecta reciprocal crosses. The expression of these siRNAs peaked at 4 to 6 DAP, and decreased in later seed developmental stages [17]. In addition, the biogenesis of the 24-nt siRNAs was dependent on the maternal genome dosage in the *Arabidopsis* endosperm of interploidy crosses in which the proportion of the 24-nt siRNAs was 9% greater in the maternal-excess cross than in the paternal-excess cross, likely influencing the expression of *AGAMOUS*-*LIKE* genes and resulting in smaller seeds in the maternal-excess cross compared to the paternal-excess cross [19]. Whereas in the hybrid rice endosperm between *Nipponbare* and *Kitaake*, 31 imprinted siRNA loci were identified at 7 to 8 DAP, including 15 maternally and 16 paternally expressed siRNA loci. This finding indicated that both paternal and maternal siRNAs were subject to imprinting in the rice endosperm, which was different from the strong maternal tendency of siRNA expression in *Arabidopsis*[18], and also, these imprinted 24-nt siRNA loci were enriched in the differential methylation regions (DMRs) in the rice endosperm, similar to the imprinted protein-coding genes [17].

siRNAs were proved to participate in the silencing the paternal allele of *SUPPRESSOR OF drm1 drm2 drm3* (*SDC*), resulting in its maternally specific expression in *Arabidopsis* endosperm, by detecting the *SDC* promoter activity in *pSDC*::*H2B*-*RFP* and wild type (WT) reciprocal crosses and in the WT × *pSDC*::*H2B*-*RFP*(*nrpd2a*) cross [20]. Additionally, siRNAs are also likely involved in the silencing of the paternal allele of *MOP9.5*, as indicated by an allele-specific RT-PCR analysis in the endosperm of WT and *nrpd2a* reciprocal crosses [20]. However, there is no compelling evidence exhibiting a close association between imprinted siRNAs and imprinted genes, although a proportion of the imprinted siRNAs have been reported to be associated with the imprinted gene expression, for instance, four imprinted siRNA loci were found to overlap with differential DMRs proximal to imprinted genes in the rice endosperm and showed opposite parental expression patterns compared to the corresponding imprinted genes [18] In addition, 12 transposable elements surrounding the paternal alleles of maternally expressed genes (MEGs) were targeted by 24-nt siRNAs in pollen and might be responsible for the silencing of the paternal alleles in the *Arabidopsis* endosperm after fertilization [21].

Based on a comprehensive list of single nucleotide polymorphisms (SNPs) detected between the fully assembled Mo17 genome and the reference B73 genome (release 5b.60, http://MaizeSequence.org), we previously identified 290 imprinted protein-coding genes by RNA-Seq analysis in developing maize kernels at 0, 3 and 5 DAP and in endosperms at 7, 10 and 15 DAP [22]. These stages represent the key developmental events that are central to the endosperm’s role as an absorptive structure, including early cell proliferation, compartment differentiation, initiation of starch and storage protein accumulation and rapid fresh weight increases [5],[23]. A gene ontology (GO) analysis of imprinted genes identified 10-DAP-specific MEGs that are involved in maize endosperm nutrient uptake and allocation mediated by the auxin signaling pathway [22].

In this study, to identify imprinted siRNAs and understand the developmental bias of parental siRNA expression in the maize early endosperm, we further sequenced siRNA transcriptomes using the same materials as before at six developmental stages, and observed the early transcriptional activation of paternal siRNAs in the 3- and 5-DAP kernels and identified 460 imprinted siRNA loci in the 7-, 10- and 15-DAP hybrid endosperms. Our data indicate, similar to imprinted genes, that the expression of imprinted siRNA loci changes dynamically in developing endosperms, with the majority of maternally expressed siRNA loci (MESL) being uniquely expressed at 10 DAP. Additionally, imprinted siRNAs were predicted to be significantly associated with imprinted gene expression in maize endosperm in terms of adjacency based on a simulation analysis, and the GO categories of siRNA-associated genes revealed that siRNAs were likely to play a role in key events of endosperm development.

## Results

### SiRNA transcriptome sequencing

We sequenced 12 siRNA samples including the kernels (0, 3 and 5 DAP) and endosperms (7, 10 and 15 DAP) harvested from the maize B73 and Mo17 reciprocal crosses. 

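The 12 libraries covered 6 stages in both reciprocal crosses, written here with the maternal line first as B×M (B73 as the mother) and M×B (Mo17 as the mother). Whole kernels gave 6 libraries and isolated endosperms the other 6. The 0-DAP kernels were un-pollinated, so they held siRNAs of the maternal line only. RNA from 3 ears was pooled before each library was made, which left 1 library per cross and stage and no measure of the spread between ears. The authors' deposited values are counts, the number of adaptor-trimmed reads of each distinct sequence, neither aligned nor normalized. Kernel libraries held between 39271512 and 53107266 reads, with a median of 46705314. Endosperm libraries held between 41315230 and 60949130 reads, with a median of 44610911. Sequences of 18 to 27 nt, the lengths the paper gives, made up between 99.4% and 99.99% of the reads of a library. The sequences were not aligned to a genome here, so values are given by sequence and not by siRNA locus. Kernels and endosperms were taken at different stages, so a difference between these tissues cannot be separated from a difference between early and late stages. The libraries were amplified by PCR without molecular identifiers, so all confidence intervals cover counting error or the choice of sequences, and not the spread between ears.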

On average, 13.6 million adaptor-trimmed siRNA reads were produced for each sample, ranging from 18 to 27 nucleotides (nt) in length. 

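The mean number of reads was 46807477 per library, and the mean number of distinct sequences was 13648310. Kernel libraries held between 14482783 and 17668899 distinct sequences and endosperm libraries between 9259799 and 14169441. Sequences read only 1 time made up between 64.5% and 73.8% of the distinct sequences of a library, and between 11.2% and 27.2% of its reads. The longest sequence had 44 nt in every library. The values below count every read of 18 to 27 nt, unless another rule is named.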

The three most abundant classes were 24-, 22- and 21-nt siRNAs, representing approximately 55.3%, 13.4% and 12.6% of the total siRNAs, respectively (Additional file 1: Figure S1). 

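The 24-nt siRNAs made up 55.4% ± 14.1 of the reads (mean ± SD, n = 12 libraries), the 22-nt siRNAs 13.4% ± 3.64 and the 21-nt siRNAs 12.6% ± 5.30. These SDs span kernels and endosperms. With each distinct sequence counted 1 time, the shares were 62.5% ± 3.75, 8.99% ± 0.859 and 6.96% ± 1.49, in the same order. The most abundant sequence of 21 nt, TCGCTTGGTGCAGATCGGGAC, had 17107926 reads in all and between 12905 and 56655 rpm in a library. The most abundant one of 22 nt, GGGGATGTAGCTCAGATGGTAG, had between 235 and 3408 rpm, and the one of 24 nt, ACAGTAAACTGTCACGGTCGTCCC, between 642 and 3096. The genomic origin of these 3 sequences was not analysed here. All reads of a length are called siRNAs here, as in the paper. Other kinds of small RNA were neither identified nor removed, so the shares by length may include them.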

The kernel samples exhibited higher proportions of 24-nt siRNAs (70.7% at 0 DAP, 68.1% at 3 DAP and 64.4% at 5 DAP) compared with the endosperm samples (36.6% at 7 DAP, 50.1% at 10 DAP and 41.8% at 15 DAP), whereas the proportions of 21- and 22-nt siRNAs in the endosperm samples were higher (37.4% at 7 DAP, 26.7% at 10 DAP and 34.9% at 15 DAP) compared with those of the kernel samples (17.4% at 0 DAP, 18.0% at 3 DAP and 21.2% at 5 DAP) (Additional file 1: Figure S1). 

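The 24-nt share was 67.8% ± 4.32 in kernels and 43.0% ± 6.94 in endosperms (mean ± SD, n = 6 libraries each). The lowest kernel library had 61.5% and the highest endosperm library 54.5%. This difference of 24.8 percentage points had a 2-sided p of 0.00216 in an exact permutation test, the smallest p that 6 against 6 libraries allow. Permuting within each cross gave an exact p of 0.0050, again the smallest possible. All permutation p-values given here treat single libraries as exchangeable, although the 2 libraries of a stage share that stage. They therefore do not cover the spread between stages, and whole stages were not permuted. By stage, the mean of both crosses was 70.7%, 68.2% and 64.5% at 0, 3 and 5 DAP, and 36.6%, 50.3% and 42.0% at 7, 10 and 15 DAP. The joint share of 21- and 22-nt siRNAs was 18.9% ± 2.94 in kernels and 33.1% ± 5.55 in endosperms, a kernel minus endosperm difference of -14.2 points (exact permutation p = 0.00216). Its stage means were 17.4%, 18.1% and 21.3% in kernels and 37.5%, 26.7% and 35.1% in endosperms. Counting each distinct sequence 1 time moved these results the most. The 24-nt share was then 65.5% ± 2.65 in kernels and 59.4% ± 1.37 in endosperms, a difference of 6.05 points with an exact permutation p of 0.00216. The difference in 21- and 22-nt siRNAs was then -1.75 points, with an exact permutation p of 0.0368.

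**Figure D1:**
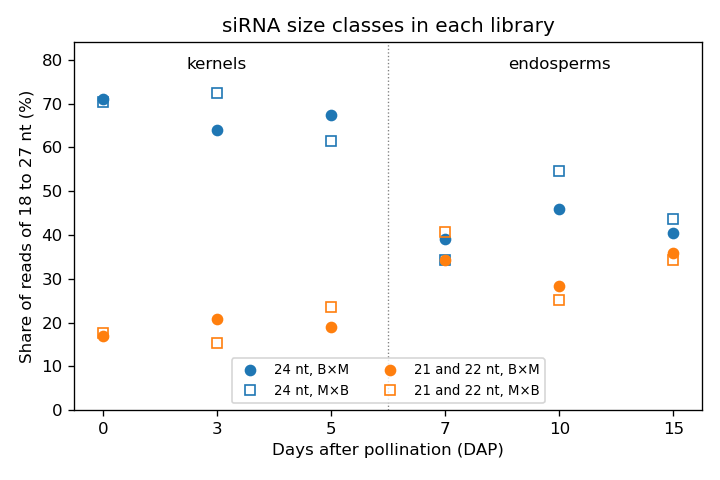
Shares of 24-nt siRNAs and of 21- and 22-nt siRNAs among reads of 18 to 27 nt in each of the 12 libraries, by stage and cross.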

The siRNA reads of 12 samples were mapped to the B73 reference genome (release 5.6b, http://MaizeSequence.org), and only the perfectly matched reads were retained for further analysis. Approximately 37.6% of the reads were uniquely mapped on the B73 genome, whereas 58.8%, 68.2% and 74.0% of the reads were mapped on the B73 genome, respectively, when maximally 10, 100 and 1,000 multiple matched locations for a read (multi-reads) were allowed (Additional file 2: Table S1).

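The sequences were not mapped here. Divided by the library totals counted here, the numbers of mapped reads in the paper's Table S1 came to 25.8% of all reads for unique matches. They came to 49.6%, 62.4% and 80.2% of all reads when up to 10, 100 and 1000 locations were allowed. For distinct sequences, the number of unique matches in Table S1 came to 37.7% of those counted here. With up to 1000 locations, the mapped share of reads was lower in M×B than in B×M at every stage. It was 68.3%, 67.7% and 70.4% in the M×B kernels and 89.7%, 89.5% and 89.7% in the B×M kernels at 0, 3 and 5 DAP. At 7, 10 and 15 DAP it was 81.9%, 73.6% and 78.5% in the M×B endosperms and 84.6%, 85.8% and 83.6% in the B×M endosperms.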

### Genomic and genic distributions of 24-nt siRNAs

We identified and classified genomic loci generating siRNAs based on previous methods [24],[25] (Methods), and these siRNA loci were further defined in terms of their dominant siRNA population representing more than 50% of the total siRNAs at a locus. When only using uniquely mapped reads, 416,100 siRNA loci were identified across all ten chromosomes; when multi-reads were included, 644,496, 836,618 and 931,924 siRNA loci were identified with the maximum mapping locations of 10, 100 and 1,000, respectively. The chromosomal distribution demonstrated that siRNA loci were preferentially enriched in high-density gene regions and chromosomal end regions but devoid in repeat-rich pericentromeric and centromeric regions (Figure 1), which is consistent with the observation in maize shoots that only a small proportion of siRNAs are generated from the pericentromeric and centromeric regions [26]. To include more information and better reflect the original siRNA situation, 931,924 siRNA loci containing multi-reads (≤1000 locations) were used for further analysis, with more than 90% of the siRNA loci predominantly producing 24-nt siRNAs and 3% and 1% of the loci being enriched with 21- and 22-nt siRNAs, respectively (Additional file 3: Table S2).

**Figure 1:**
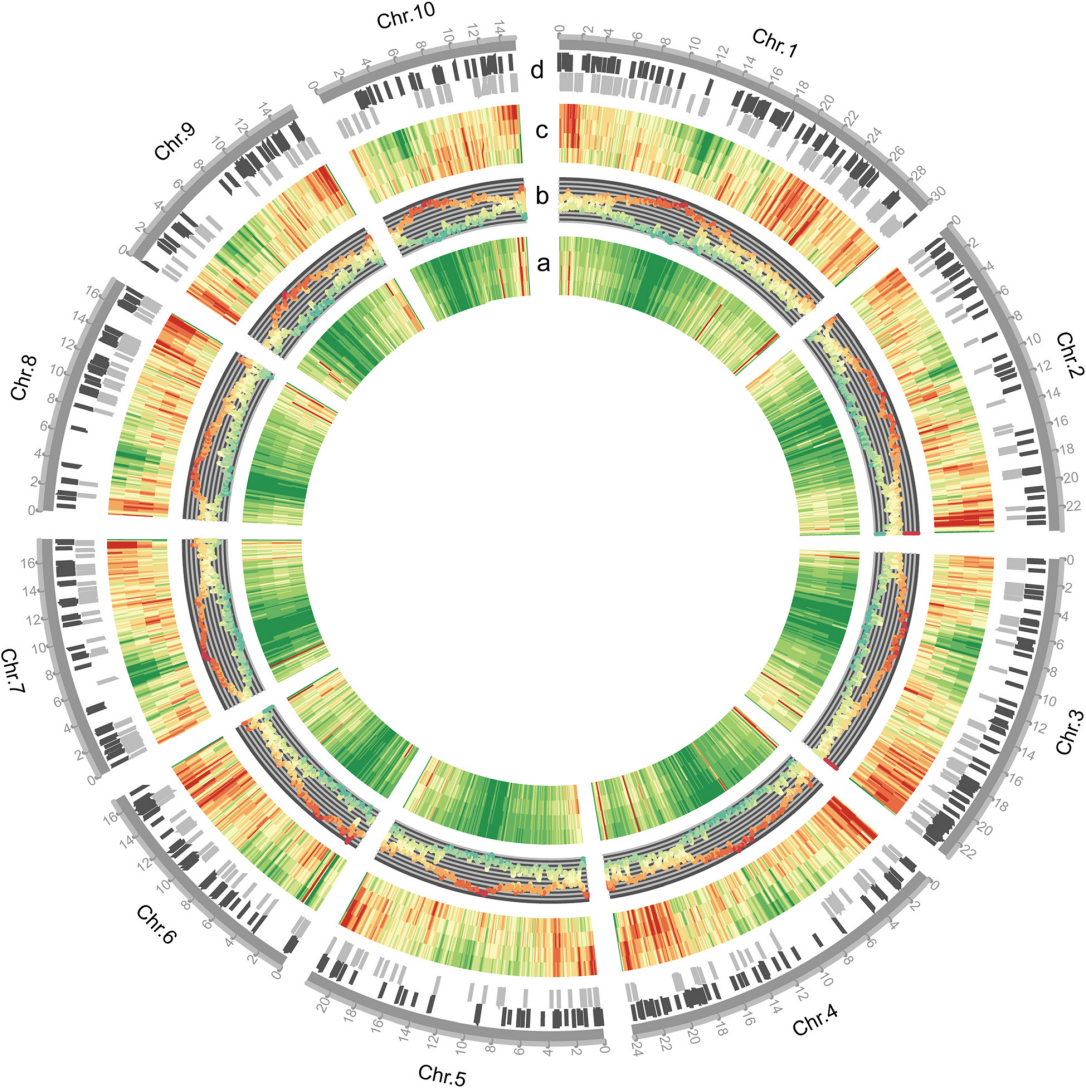
**Chromosomal distribution of siRNA loci and imprinted genes on maize genome.** Lane group a: Chromosomal distribution of siRNA reads abundance. These four lanes indicate differential siRNA abundance along maize chromosomes using perfectly mapped siRNA with unique position, ≤10, ≤100, and ≤1000 positions on maize genome, respectively, from outside to inside. They were preferentially enriched in high-density gene regions and chromosomal end regions but devoid in repeat-rich pericentromeric and centromeric regions. Red: high abundance; Yellow: medium abundance; Green: low abundance. Lane b: Chromosomal distribution of protein-coding genes and repeat sequences identified by Repeat-Mask software, and repeat sequences were highly enriched in centromeric and telomeric regions, which exhibited a negative correlation with gene density along chromosomes. Red: high proportion of repeats; Green: high proportion of genes; Yellow: relatively equal proportion of genes and repeats. Lane group c: Chromosomal distributions of siRNA loci identified by using the reads uniquely mapped, mapped with ≤10, ≤100 and ≤1000 positions respectively, from outside to inside, and the trend is similar to the siRNA abundance distribution. Red: high density; Yellow: moderate density; Green: low density. Lane d: Chromosomal distributions of imprinted genes (light gray) and imprinted siRNA loci (dark gray) on maize genome, which were distributed on all 10 chromosomes.

To statistically evaluate the association of the 21-, 22- and 24-nt siRNA loci with genic, intergenic and repetitive regions, we compared the observed occurrence with the simulated occurrence of 21-, 22- and 24-nt siRNA loci in association with the three genomic region types (Mehtods). The 21-nt siRNA loci showed a significantly high degree of association with genic regions (64.6% observed vs. 10.7% simulated) and a low with intergenic regions (17.6% observed vs. 75.4% simulated); the 22-nt siRNA loci had a relatively high degree of association with repetitive regions (92% observed vs. 72% simulated) but low with intergenic regions (3.8% observed vs. 17.6% simulated). In contrast, the 24-nt siRNA loci showed no obvious enriched tendency within any genomic region (Additional file 4: Table S3).

Furthermore, we examined the detailed distributions of 24-nt siRNAs by plotting their relative densities along protein-coding genes, transposable elements (TEs) and pseudogenes plus the 1-kb upstream and 1-kb downstream regions. During the density calculation, the contribution of a multi-read to a locus was divided by its mappable location number to minimize the potential bias. Interestingly, different patterns of 24-nt siRNA enrichment were observed in different gene classes, genic territories, developmental stages and strands (Figure 2). First, the siRNA density was significantly higher in protein coding genes than in pseudogenes and TEs in terms of the 1-kb flanking regions, and the protein-coding genes themselves exhibited a much greater siRNA density in the 1-kb flanking regions compared with the gene body regions. Second, 24-nt siRNAs were more enriched on the antisense strands than on the sense strands of protein-coding genes. Third, the overall density of 24-nt siRNAs in the kernels was much greater than in the endosperm, and the 24-nt siRNAs in the 10-DAP endosperm were more dense than those in the 7- and 15-DAP endosperms (Figure 2).

**Figure 2:**
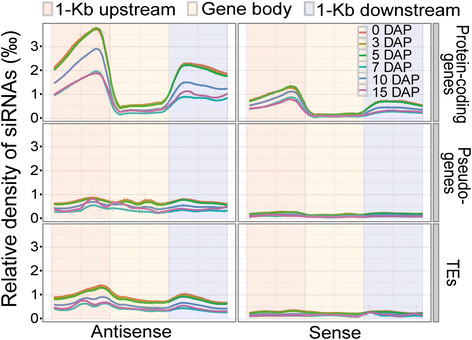
**Genic distribution of 24**-**nt siRNAs.** Relative densities of 24-nt siRNAs in 5′ 1-kb upstream regions, gene body regions and 3′ 1-kb downstream regions were calculated separately on sense (right lane) and antisense (left lane) strands for 0-, 3-, 5-DAP kernels and 7-, 10-, 15-DAP endosperms in protein-coding genes, pseudo-genes and TEs, respectively. The results indicate 24 nt-siRNAs were highly enriched in the 1-kb upstream and downstream regions in antisense strands, and the density of 24-nt siRNAs in the 10-DAP endosperm were much higher than those in other two stages of endosperm. Orange-red: 5′ 1-kb upstream regions, Orange: gene body regions, bluish gray: 3′ 1-kb downstream regions. Red line: 0-DAP kernel, brown line: 3-DAP kernel, green line: 5-DAP kernel, blue line: 7-DAP endosperm, dark blue: 10-DAP endosperm, dark red: 15-DAP endosperm.

### Activation of paternal siRNAs in maize kernels and endosperms

The paternal genome inherited from the sperm is initiated in a coordinated manner upon double fertilization. Supported by the results from the high throughput sequencing and comprehensive SNP information from the comparison of the fully assembled Mo17 and reference B73 genomes [22], we successfully differentiated the parental origin of the siRNA reads for more than 140,000 siRNA loci, enabling us to examine the process of paternal siRNA activation during the early stages of maize kernel development. 

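Parental origin was assigned here without a genome, from the un-pollinated kernels of the 2 lines. A sequence with at least 10 reads in the 0-DAP kernels of 1 line and 0 reads in those of the other was taken as specific to that line. This gave 178932 B73-specific sequences with 4806599 reads at 0 DAP and 151665 Mo17-specific sequences with 3942621 reads. Reads of B73-specific sequences were counted as maternal in B×M and as paternal in M×B, and reads of Mo17-specific sequences the other way round. A B73-specific and a Mo17-specific sequence of the same length that differed by 1 substitution, and matched no other, formed an allelic pair. There were 7772 such pairs, and 87.4% of them were of 24 nt. The maternal to paternal ratio is the square root of the product of the ratios in B×M and M×B, in which library size and the unequal numbers of reads of the 2 lines cancel. On 4000 simulated pairs at 1 stage, true ratios of 2 and 4 were estimated as 2.00 and 4.00. Among simulated pairs with at least 20 reads in each cross, 77.2% and 81.6% of the truly maternally expressed ones were recovered. For the paternally expressed ones it was 73.8% and 75.0%, with 0 false calls. Read numbers were drawn from a set distribution and not from the data. Shared sequences missed in 1 line and carried maternal tissue were not simulated, so these values do not give the error rate in the data. By construction, the rule leaves 0 paternal reads at 0 DAP.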

Because long gaps caused by insufficient reads in the assembled Mo17 genome could lead to inevitable bias, siRNA loci with gaps of longer than 5% of their own length were not considered (74,521 siRNA loci remaining). To minimize the influence of ambiguous mapping, siRNA loci containing paternal reads in un-pollinated 0-DAP kernels or with low expression level (Materials and Methods) were removed, and 39,126 siRNA loci were retained for further analysis.

By plotting the paternal versus maternal expression of the remaining siRNA loci, we observed a gradual activation pattern of paternal siRNAs after fertilization in 3- and 5-DAP kernels in terms of the numbers of expressed paternal siRNA loci and their increased expression levels (Figure 3A). From 0 to 3 DAP and from 3 to 5 DAP, 1,165 loci with 3,112 paternal siRNAs and 1,372 loci with 3,956 paternal siRNAs, respectively, were activated. 

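In the 3-DAP kernels, 21711 of the line-specific reads of B×M and 56660 of those of M×B were paternal, or 0.498% (95% Wilson interval 0.492 to 0.505) and 1.19% (1.18 to 1.20). At 5 DAP the numbers were 29253 and 44390, or 0.552% (0.546 to 0.559) and 1.00% (0.996 to 1.01). With these sequences, the paternal share rose in B×M and fell in M×B between these stages. In M×B it rose instead with allelic pairs, from 0.376% to 0.633%, and with sequences of at least 50 reads at 0 DAP, from 0.348% to 0.601%. Both crosses together held 78371 paternal reads of 31820 sequences at 3 DAP and 73643 paternal reads of 38280 sequences at 5 DAP, shares of 0.858% and 0.758%. The sequences with paternal reads rose in number from 14097 to 16827 in B×M and from 17723 to 21453 in M×B. Allelic pairs held 2238 paternal reads of 1536 sequences at 3 DAP and 3596 paternal reads of 2166 sequences at 5 DAP. In percentage points, taking sequences with at least 5 reads at 0 DAP moved the shares the most, to 2.09% at 3 DAP. As a ratio, the 3-DAP share moved more with at least 50 reads, to 0.277%. With 1 library per cross and stage, the step from 3 to 5 DAP cannot be set against the spread between ears. From its loci and reads with paternal alleles at both stages, the paper describes a gradual activation of paternal siRNAs after fertilization.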

The relatively small proportion of activated siRNA loci and low expression levels were most likely caused by a large proportion of maternal tissue. Even so, we can still conclude that the paternal siRNAs are initiated earlier in maize kernels than previously reported in *Arabidopsis* seeds, in which, the paternal siRNAs remained silent until 5 DAP [27]. However, this predominantly maternally biased expression pattern of siRNAs in the kernels may not necessarily indicate a delayed activation of siRNA paternal alleles compared with the maternal alleles because more than 99% of the loci that were identified in the endosperm samples were also detected in the kernel samples.

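Among 2208934 sequences with at least 10 reads over the 6 endosperm libraries, 2109759 (95.5%) also had reads in the kernel libraries, and these held 98.8% of the reads. The share was 98.8% of the sequences with at least 100 endosperm reads and 99.8% (18634 of 18676) of those with at least 1000. In the other direction, 96.0% of the 3360954 sequences with at least 10 kernel reads were also found in endosperms. A single kernel read sufficed for a sequence to count, and sequences are shorter than loci. From the overlap of loci, the paper reasons that the maternal bias in kernels need not mean a delay of the paternal alleles.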

**Figure 3:**
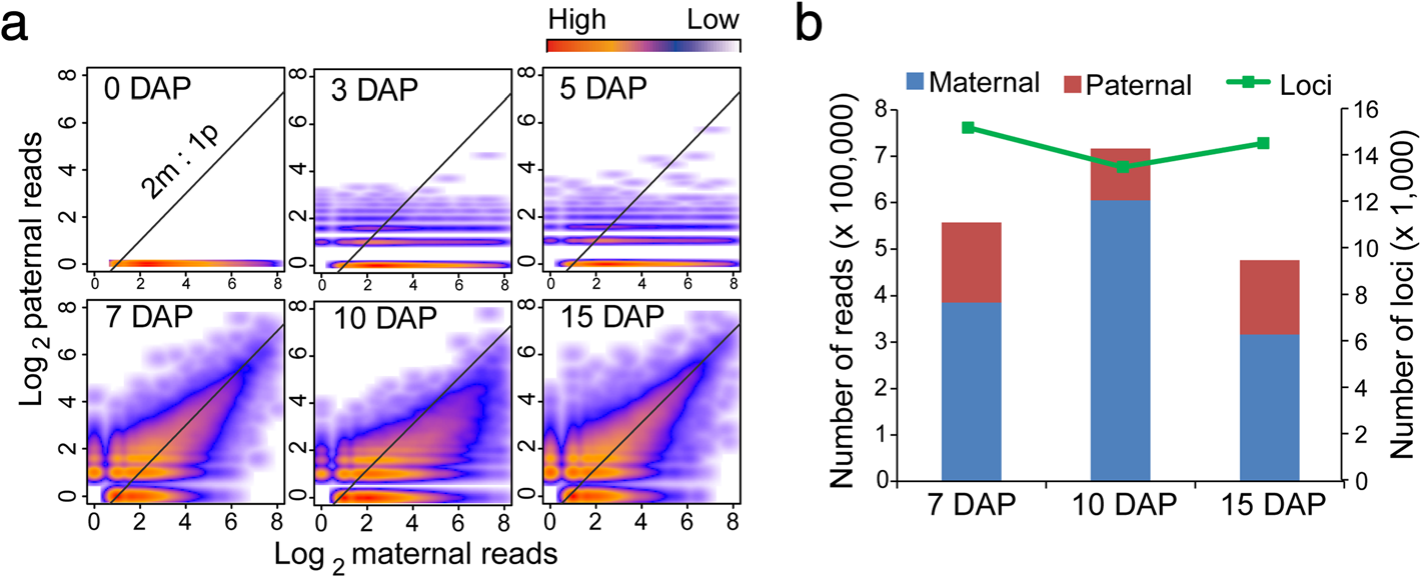
**Activation of paternal siRNA loci in developing maize kernels and endosperms. a**. Plot of the maternal reads versus the paternal reads of siRNA loci during different developmental stages. Paternally derived siRNAs were observed in the 3- and 5-DAP kernels, albeit at low abundance. The ratio of parental siRNA loci expression is likely to reach 2 m:1p in the 7-DAP endosperm. The expression level of paternally expressed siRNAs (y axis) and maternally expressed siRNAs (x axis) are represented by the log_2_-transformed sum of the paternally- and maternally-derived reads in the reciprocal crosses, respectively. Blue (low), yellow (medium) and red (high) represent the relative densities of the siRNA loci at different expression levels. **b**. Number of siRNA loci and counts of parental reads derived from the siRNA loci during the three developmental stages of the endosperm. DAP: days after pollination.

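A sequence shared by both lines can be missed by chance in the 0-DAP kernels of 1 line and then pass for paternal. To measure this, line-specific sequences were defined from 50% of the 0-DAP reads, and their paternal share was read in the other reads of 0 DAP. This held-out share was 0.383% in B×M (95% Wilson interval 0.374 to 0.392) and 0.663% in M×B (0.650 to 0.676). It comes from the same 0-DAP libraries and so measures chance misses only. A shared sequence that the mother made only after 0 DAP would also pass for paternal and is not covered. For the same sequences, the share at 3 DAP was 0.540% and 1.47%. That is 1.41 times the held-out share in B×M (95% interval from resampled sequences 1.35 to 1.49) and 2.21 times in M×B (2.12 to 2.32). At 5 DAP it was 1.57 times (1.502 to 1.65) and 1.71 times (1.65 to 1.79). In 2982 allelic pairs, the share at 3 DAP was 1.47 times the held-out share in B×M (1.28 to 1.69). In M×B it was 1.09 times (0.929 to 1.29), an interval that includes no difference from the held-out share. At 5 DAP the pairs gave 1.89 times (1.61 to 2.23) in B×M and 1.99 times (1.71 to 2.28) in M×B. For line-specific sequences of at least 50 reads, the share at 3 DAP was 2.53 times the held-out share (2.00 to 3.33) in B×M and 1.92 times (1.55 to 2.38) in M×B. At 5 DAP these gave 3.08 times (2.505 to 3.87) and 3.30 times (2.99 to 3.65).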

In the 7-DAP endosperm, the parental siRNAs reached a normal dosage ratio of 2 m:1p, implying an early full paternal siRNA loci activation and a balanced siRNA biogenesis between the two parental genomes (Figure 3a and b). 

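In the 7-DAP endosperms the maternal to paternal ratio was 2.25 (95% interval from resampled sequences 2.23 to 2.27). Maternal reads were 2.80 times the paternal ones in B×M and 1.81 times in M×B. The ratio moved the most when only 24-nt sequences were used, to 2.63 (2.59 to 2.66). It was 2.10 (1.99 to 2.25) for 21-nt and 1.95 (1.93 to 1.98) for 22-nt sequences, and 2.15 (2.08 to 2.23) for allelic pairs. From the ratio near 2 m:1p, the paper proposes that the paternal siRNA loci are fully activated early and that siRNA biogenesis is balanced between the parental genomes.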

Interestingly, the proportion of parental siRNAs was the same as that of the protein-coding genes in the 7-DAP endosperm, consistent with the 2 m:1p parental genome composition [22]. Compared with the 1,372 paternally activated loci with 3,956 paternal reads in the 5-DAP kernels, 15,172 loci with 171,235 paternal reads, 13,381 loci with 111,678 paternal reads and 14,321 loci with 159,329 paternal reads were found in the 7-, 10- and 15-DAP endosperms, respectively (Figure 3b). 

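Paternal reads of line-specific sequences numbered 1828346, 1123590 and 1679470 in the 7-, 10- and 15-DAP endosperms of both crosses together. They came from 160875, 181782 and 204167 sequences. Allelic pairs held 136273, 80719 and 128207 paternal reads of 8748, 9781 and 11034 sequences. The paternal share was 26.3%, 18.1% and 29.4% in B×M and 35.6%, 19.2% and 38.8% in M×B at these stages. From the 5-DAP kernels to the 7-DAP endosperms, paternal reads rose from 591 to 15484 rpm in B×M and from 836 to 18236 rpm in M×B. In absolute terms, a minimum of 5 reads at 0 DAP moved the number of sequences the most, to 330526, 376732 and 415752. As a ratio, allelic pairs moved it the most, to the 8748, 9781 and 11034 given above. From 5 to 7 DAP the tissue sampled changed as well, from whole kernels to endosperms.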

The large difference in paternal siRNA expression between the 5-DAP kernels and the 7-DAP endosperm also supports our speculation that the paternal alleles are likely initiated earlier in the endosperm; rather than an abrupt siRNA burst from the paternal genome within only 2 days, because these alleles were hardly sampled in the kernels due to the high proportions of maternal tissues around the endosperm and embryo. In the 10-DAP endosperm, we observed a global maternal bias of siRNA expression deviating from 2 m:1p, consistent with the report in *Arabidopsis* endosperm in which an abrupt increase of maternal Pol IV-dependent siRNAs occurred from 4 to 6 DAP, followed by reduced or even undetectable maternal p4-siRNA expression levels during the later developmental stages [17].

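The maternal to paternal ratio was 4.36 (95% interval from resampled sequences 4.31 to 4.40) in the 10-DAP endosperms and 1.95 (1.92 to 1.97) in the 15-DAP endosperms. At 10 DAP it was 4.52 in B×M and 4.20 in M×B. By length, it was 6.04 (5.95 to 6.12) for 24-nt, 2.39 (2.36 to 2.42) for 22-nt and 2.96 (2.83 to 3.11) for 21-nt sequences. At 15 DAP the same lengths gave 1.92, 1.88 and 2.32. The few 25-nt sequences gave 2.64 (2.34 to 3.02) at 10 DAP and 2.80 (2.32 to 3.41) at 7 DAP, and thus no rise. From 7 to 10 DAP, maternal reads rose from 43389 to 54539 rpm in B×M and from 32990 to 57971 in M×B. Paternal reads decreased to 12077 rpm in B×M and 13792 in M×B. Allelic pairs gave a 10-DAP ratio of 3.98 (3.84 to 4.13). The values by cross carry the unequal read numbers of the 2 lines, and at 10 DAP they lay further apart in other settings. B×M and M×B gave 3.42 and 4.64 with pairs, 5.24 and 6.96 with 24-nt sequences, and 4.78 and 3.63 with at least 50 reads at 0 DAP. Maternal tissue carried into the 10-DAP libraries is not excluded as a source of this bias, and the intervals do not cover it. Subtracting kernel reads at different estimated shares left 10-DAP ratios between 1.71 and 4.06.

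**Figure D2:**
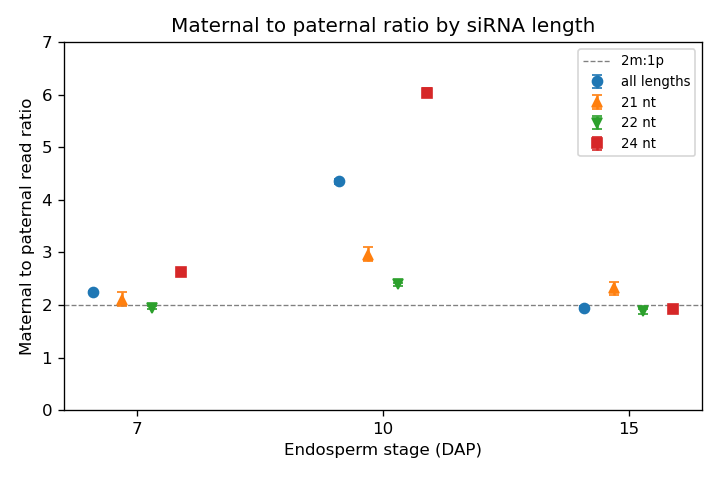
Maternal to paternal ratio of line-specific sequences in the 7-, 10- and 15-DAP endosperms, for all lengths and by length, with 95% intervals from resampled sequences. The intervals do not cover maternal tissue carried into a library.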

### Dynamic expression of imprinted siRNA loci

Based on the parental expression plotting of the siRNA loci, we observed a subset of siRNAs that were expressed maternal-only or paternal-only in a parent-of-origin pattern (Figure 3A), and this type of biased expression of siRNAs has been previously reported in rice and *Arabidopsis*[17],[18]. To avoid the influence of maternal tissue in the maize kernels, we decided to identify imprinted siRNA loci only in 7-, 10- and 15-DAP pure endosperms using the following procedures. First, a set of approximately 140,000 identified SNP-containing siRNA loci were prescreened using two criteria: the locus on the Mo17 genome must not contain a gap ≥ 5% of its length, and there must be no paternally derived reads mapped in the 0-DAP kernel. Then, the χ^2^ test was performed to examine whether the observed ratios of the maternally versus paternally derived reads significantly deviated from the normal ratio of 2 m:1p in each cross. Furthermore, a more stringent cutoff was employed to precisely define the MESL and paternally expressed siRNA loci (PESL), respectively, namely at least 90% of the maternal reads or 70% of the paternal reads from the total SNP-associated reads (with a minimum of 20 reads) mapped to a locus in both reciprocal crosses. At the significance level of *p* = 0.01, the parental expression ratio of 2,220, 2,451 and 2,136 siRNA loci were detected to have a significant deviation from 2 m:1p in both of the reciprocal crosses, and among which, 59, 1,188 and 110 loci exhibited a parent-of-origin pattern at 7, 10 and 15 DAP, respectively. 

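Allelic pairs stood in for siRNA loci here, and those with at least 20 reads of both alleles together in each cross were tested. They numbered 1328, 1600 and 1208 at 7, 10 and 15 DAP. By the paper's χ2 rule, 630, 660 and 487 of them deviated from 2 m:1p in both crosses. Of these, 611, 402 and 477 deviated toward the maternal allele in 1 cross and the paternal allele in the other, and thus toward the same line. Only 9, 253 and 3 pairs deviated toward the maternal allele in both crosses, and 10, 5 and 7 toward the paternal allele. A minimum of 50 reads moved the deviating pairs the most. The χ2 test compares reads within 1 library per cross, so it covers counting error and not the spread between ears.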

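The paper's limits of 90% maternal or 70% paternal reads in both crosses, added to the χ2 rule, left 6, 192 and 2 maternally expressed allelic pairs at 7, 10 and 15 DAP. The 192 pairs were 12.0% of those tested at 10 DAP. Subtracting kernel reads at different estimated shares left between 0.0573 and 0.745 of their number. Maternal tissue carried into the 10-DAP libraries is thus not excluded as a source of these calls. Paternally expressed pairs numbered 3, 2 and 5. Over the 3 stages, 196 pairs were maternally expressed and 6 paternally expressed at 1 stage or more. A minimum of 50 reads moved the 10-DAP number the most, to 17 maternally expressed pairs of 491 tested. A minimum of 10 reads gave 276 of 3437.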

Finally, a set of 460 candidate imprinted siRNA loci were retained in the three endosperm samples based on the reads count cutoff, including 456 MESL and only 4 PESL. Except for three and thirteen loci that were simultaneously imprinted at three and two stages, respectively, the majority of the MESL (444 of the 456) were stage-specific, with 394 (88.7%) occurring only at 10 DAP (Figure 4a and Additional file 5: Table S5). 

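Of the 196 maternally expressed pairs, 192 were so at 1 stage, 4 at 2 stages and 0 at all 3. The pairs maternally expressed only at 10 DAP numbered 188 (95.9%). Most of these had too few reads to be tested at the other stages. Among the 721 pairs tested at all 3 stages, 2 were maternally expressed at 7 DAP, 9 at 10 DAP and 0 at 15 DAP.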

By plotting the maternal versus the paternal expression of all the imprinted siRNA loci using SNP-containing reads in the 7-, 10- and 15-DAP endosperms, we found that the expression levels of the 10-DAP-specific MESL peaked at 10 DAP and decreased at 7 and 15 DAP, and their parental expression ratio also dynamically changed: at 7-DAP, these MESL already exhibited a maternally biased expression pattern, and their parental expression ratios were significantly deviated from the expected 2 m:1p ratio (χ^2^ test, *p* ≤ 0.01) but failed to pass the ratio cutoff (90%). 

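In the 188 pairs maternally expressed only at 10 DAP, 86.5% of the 7-DAP reads in B×M and 80.1% of those in M×B were maternal. Only 25 of these pairs had at least 20 reads in each cross at 7 DAP. Of the 25, 2 deviated from 2 m:1p in both crosses, and 1 of these toward the maternal allele in both. Their median maternal share was 80.8% in B×M and 76.2% in M×B. With as few as 20 reads, the χ2 rule seldom detects shares of this size. In the 1408 pairs tested at 10 DAP and not maternally expressed there, 65.2% and 67.6% of the 7-DAP reads were maternal. The 188 pairs were picked by their maternal share at 10 DAP, and pairs also maternally expressed at another stage were left out.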

Later, at 10 DAP, their maternal bias was more deviated due to the elevated siRNA expression of the maternal alleles and satisfied our imprinting screen criteria; However, these MESL changed to be biallelically expressed at 15 DAP (Figure 4B and C). Conclusively, the transient imprinting status of the 10-DAP-specific MESL was likely attributed to the dynamically changed expression level and parental dosage ratio at 10 DAP compared with 7 and 15 DAP.

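The maternal alleles of these 188 pairs had a mean of 0.257, 0.925 and 0.198 rpm per pair at 7, 10 and 15 DAP in B×M. In M×B the values were 0.154, 1.05 and 0.161. The paternal alleles had 0.0402, 0.0294 and 0.0845 in B×M and 0.0384, 0.0269 and 0.100 in M×B. Their maternal to paternal read ratio was 5.08, 35.2 and 1.94 at the 3 stages. At 15 DAP, 24 of the pairs had at least 20 reads in each cross, and 3 of these deviated from 2 m:1p in both crosses, 0 of them toward the maternal allele. The maternal alleles had 1.82 and 1.75 rpm per pair in the 0-DAP kernels of B×M and M×B, above their 10-DAP endosperm levels. Carried maternal tissue is therefore not excluded as a source of their maternal reads at 10 DAP. In the 1408 other pairs the maternal level at 7, 10 and 15 DAP was 1.48, 1.39 and 1.54 in B×M and 1.48, 1.47 and 1.49 in M×B. The paper proposes that the transient imprinting of these loci came from the change in their level and parental dosage at 10 DAP.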

**Figure 4:**
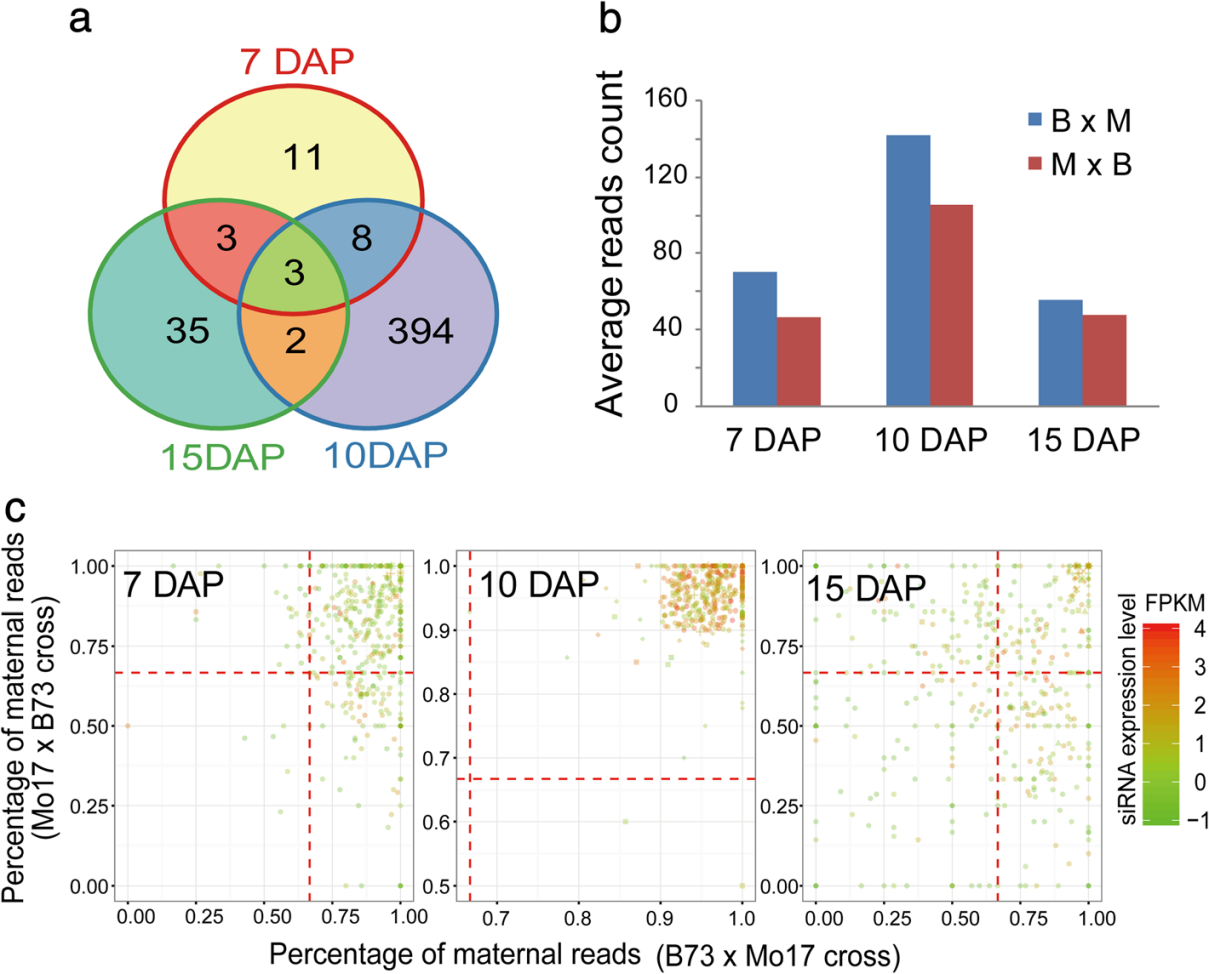
**Identification of imprinted genes in the maize endosperm. a**. Number of maternally expressed siRNA loci (MESL) that were identified in the 7-, 10- and 15-DAP endosperm. **b**. Average read count of 10-DAP-specific imprinted siRNA loci in the three developing endosperm samples of the B73 and Mo17 reciprocal crosses. **c**. Dynamic imprinting status of imprinted siRNA loci during endosperm development. Spots clustered at the upper-right corners at 10 DAP have more than 90% maternal reads (MESLs). DAP: days after pollination.

### Imprinted genes might be influenced by the adjacent imprinted siRNA loci

The stage-dependent imprinting pattern of the 10-DAP-specific MESL is reminiscent of the enrichment of 10-DAP-specific MEGs reported by Xin et al. [22] using the same set of maize endosperm smaples. To examine whether the expression of imprinted genes were potentially influenced by their adjacent imprinted siRNA loci, we specifically examined imprinted siRNAs within the 2-kb flanking regions of the 371 imprinted genes combined from the previous three studies [22],[28],[29]. Of the 371 imprinted genes, 357 were associated with a siRNA locus, including 298 that harbored SNP-containing siRNA loci. A total of 166 imprinted genes were further excluded because their harbored siRNA loci contained a gap longer than 5% of its length on the Mo17 genome or contained paternal reads at 0 DAP. Of the remaining 132 siRNA loci, only 31 siRNA loci adjacent to 29 imprinted genes had a minimum of 20 siRNA reads and were included in the final list for the determination of their imprinting status. Finally, 13 of the 29 imprinted genes (13 paternally expressed genes (PEGs) and 16 MEGs) contained strictly defined imprinted siRNA loci located within their 2-kb flanking regions. This fraction (13/29) was considered a significant co-occurrence of imprinted genes and imprinted siRNA loci based on the simulation analysis (Figure 5a). Specifically, we randomly placed the same amount of imprinted genes onto the genome and counted how many imprinted siRNA loci were located within their 0.1, 0.5-, 1-, 2-, 5- and 10-kb flanking regions. The simulation was performed 1,000 times to generate a series of empirical distributions of the numbers of paired imprinted genes and imprinted siRNA loci. The distributions indicated that the chance of 13 co-occurrence of imprinted genes and imprinted siRNA loci was significantly higher than the expected numbers generated by the simulations, examined by the hypergeometric distribution test (*p* = 2.122 × 10^−6^) (Figure 5a).

**Figure 5:**
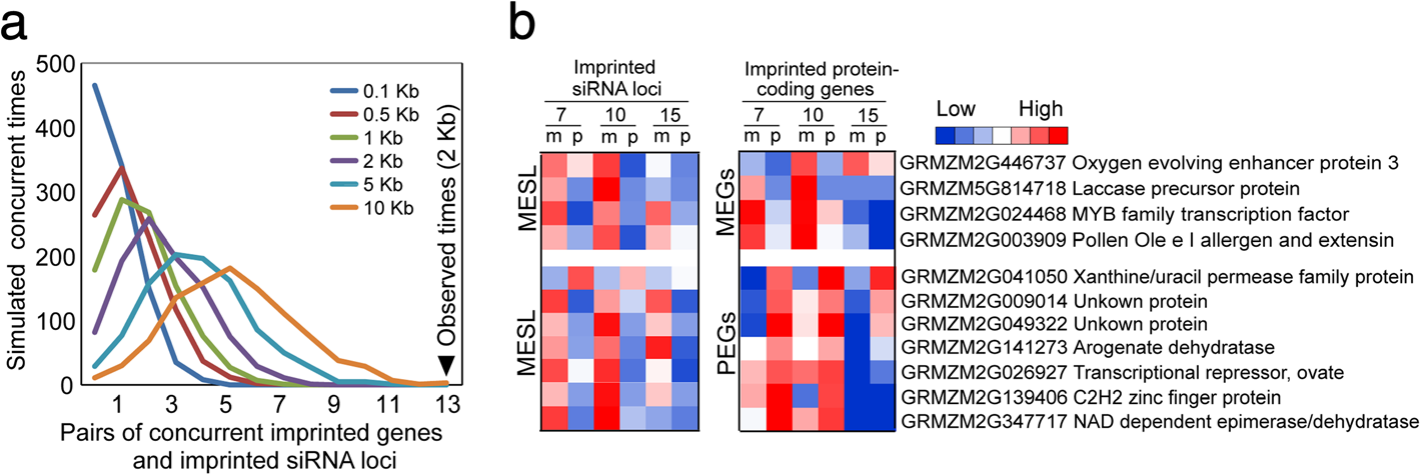
**Correlation of imprinted siRNA loci and imprinted genes in maize endosperm. a**. Simulated concurrence of imprinted genes and imprinted siRNA loci based on 0.1 kb, 0.5 kb, 1 kb, 2 kb, 5 kb and 10 kb. The observed number of concurrent imprinted genes and imprinted siRNAs was significantly higher than that derived from 1000-time simulation according to the hypergeometric distribution test. The peaks in each line indicate the biggest time of simulated concurrent imprinted genes and imprinted siRNAs in terms of different length of flanking regions. **b**. Parental expression heat map of 11 pairs of imprinted genes and imprinted siRNAs in three developing endosperm based on 2-kb criteria (expression data of two imprinted genes are unavailable).

Among the thirteen pairs of associated imprinted protein-coding genes and imprinted siRNA loci, five pairs were MEGs and MESL, one pair was a PEG and PESL, and the remaining seven pairs were PEGs and MESL (Figure 5b). The last seven pairs were potentially interesting due to their opposite parental expression patterns because maternally derived siRNAs might be involved in the epigenetic silencing of the maternal alleles in *cis*, causing the paternal allele-specific expression of their adjacent imprinted genes. For example, the PEG GRMZM2G139406, encoding a C2H2-type zinc finger protein was highly expressed in the 7-DAP endosperm, but the expression level decreased at 10 DAP and undetectable at 15 DAP, harboring a MESL exhibiting an opposite imprinting status in the three stages (Additional file 6: Figure S2).

### SiRNAs are likely to participate in nutrient uptake and allocation in the developing maize endosperm

Genomic distribution of siRNA loci was preferentially enriched in high-density gene and chromosome ends regions and there was a higher density of siRNAs flanking protein-coding genes compared with TEs and pseudogenes (Figures 1 and 2). To better understand the potential functions of siRNAs in maize kernels and endosperms, we classified these siRNA loci as kernel-specific and endosperm-specific based on a cutoff of a five-fold difference in average siRNA abundance among the three kernel stages (0, 3, 5 DAP) and three endosperm stages (7, 10, 15 DAP). 

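Kernels (n = 6 libraries) and endosperms (n = 6) were compared here by sequence, for the 34661 sequences with at least 1000 reads over the 12 libraries. These held between 17.0% and 52.6% of the reads of a library. In edgeR's quasi-likelihood test on the counts with TMM scaling, 10710 sequences (30.9%) were higher in endosperms and 8658 (25.0%) in kernels at a Benjamini-Hochberg adjusted level of 0.05. By the paper's 5-fold rule on mean levels, 4553 sequences were endosperm-specific and 4394 kernel-specific, and 4370 and 3186 of these also passed in edgeR. Every endosperm library lay above every kernel library for 6124 sequences (17.7%), and the reverse held for 6102 (17.6%). If all 12 libraries were exchangeable, 0.108% would be found in each direction. Libraries of the same stage are not independent of each other, so this rate and the edgeR test do not cover the spread between stages. On plain rpm these numbers were 10438 (30.1%) and 3120 (9.00%). A minimum of 100 reads moved the numbers the most, to 99152 sequences higher in endosperms and 50815 in kernels of the 502325 then tested. For the same 34661 sequences, scaling by library totals moved them the most, and it shifted the median log2 fold change by 0.74. It left 4666 sequences higher in kernels and 14027 in endosperms, so that 75.0% of the calls were higher in endosperms, against 55.3% with TMM. The 5-fold rule on plain rpm gave 8286 endosperm-specific and 2112 kernel-specific sequences, or 79.7% endosperm-specific, against 50.9% with TMM. TMM factors were 0.708 to 0.822 in kernels and 1.20 to 1.47 in endosperms. Among 24-nt sequences, 7430 were higher in kernels and 2182 in endosperms, and among 21-nt sequences 300 and 1760. With 200 of the sequences changed in simulated data, 16-fold changes were recovered in 73.5% of cases, with 8 false calls, and 4-fold changes in 0%. Far fewer sequences changed there than were called in the data, which makes the adjusted level harder to reach. The simulated recovery therefore does not give the recovery in the data, where most sequences of the 5-fold rule passed in edgeR.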

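The sequences named here had the largest log2 fold changes in edgeR, given with TMM-scaled cpm (mean ± SD, n = 6). The 23-nt sequence AATGAACTGTTGGGCTTCGGACA had 38.1 ± 55.6 in endosperms, from 12212 reads, and 0 reads in kernels. On this scale it was at least 2765-fold higher in endosperms against a floor of 3 reads over the 6 kernel libraries, or 0.0138 cpm (adjusted p = 0.00361). Without the 15-DAP libraries this limit was 318-fold, and without M×B at 15 DAP it was 1357-fold. The 26-nt sequence GGACTAGTATTTTGGGGCGATTGGGT had 14.4 ± 21.5 and was at least 1044-fold higher (adjusted p = 0.0105). Without B×M or M×B at 15 DAP this limit was 663-fold or 622-fold, and without both it was 39.2-fold. The 24-nt sequence CCCAAGATGTGGGCAAAAGGACGG had 12.1 ± 20.4 and was at least 881-fold higher (adjusted p = 0.00484). Its limit was 285-fold without M×B at 15 DAP and 184-fold without both 15-DAP libraries. In kernels, the 21-nt sequence GACGAGGAGAGGTAGTCGCAA had 87.2 ± 64.6 against 0.730 ± 0.639 in endosperms, a log2 fold change of -6.90 (adjusted p = 5.75e-05). By the means it was 119-fold higher in kernels, or 67.7-fold without 0 DAP. TTCTTGACCTTGCAAGACTTT had 55.7 ± 53.8 against 0.567 ± 0.562 (log2 fold change -6.61, adjusted p = 0.000762), 98.3-fold by the means, 61.02-fold without M×B at 0 DAP and 53.3-fold without both 0-DAP libraries. TAGCCAAGGATGACTTGCCGG had 6.28 ± 5.80 against 0.0705 ± 0.0678 (log2 fold change -6.40, adjusted p = 0.000293), 89.0-fold by the means, 56.5-fold without M×B at 0 DAP and 54.9-fold without both 0-DAP libraries.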

We identified 453 kernel-specific and 729 endosperm-specific loci from 51,071 siRNA loci containing at least 1,000 reads combined from the 12 samples. 

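The spread between stages was measured for each sequence as the SD of the 3 stage means of log2(cpm + 0.5), each stage mean being taken over both crosses. For the 8947 sequences of the 5-fold rule, the median SD was 0.66 in endosperms and 0.20 in kernels, and it was higher in endosperms for 89.3% of them. For all 34661 sequences the medians were 0.57 and 0.24, and 79.7% had the higher SD in endosperms. Taken over the 6 libraries of each tissue, the median SD of the 5-fold sequences was 0.76 in endosperms and 0.47 in kernels, and 63.9% were higher in endosperms. For all sequences this measure gave 0.63 and 0.53, with 52.5% higher in endosperms. The endosperm stages span more days than the kernel stages. For all sequences, the median absolute log2 change from 0 to 3 DAP was 0.23 in B×M and 0.23 in M×B. In the same order it was 0.34 and 0.33 from 3 to 5 DAP. It was 0.64 and 0.76 from 7 to 10 DAP and 0.54 and 0.52 from 10 to 15 DAP. For the 5-fold sequences it was 0.20 and 0.15 from 0 to 3 DAP and 0.27 and 0.30 from 3 to 5 DAP. Their values were 0.74 and 0.83 from 7 to 10 DAP and 0.81 and 0.91 from 10 to 15 DAP.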

A hierarchical clustering of these siRNA loci showed a higher degree of expression changes in the endosperm compared with that in the kernels which may indicates a more dynamic activity of siRNA loci in the developing endosperm (Figure 6a). A Blast2GO analysis showed that 316 genes harboring endosperm-specific siRNA loci within their 2-kb flanking regions were predominantly enriched in the “RNA splicing via transesterification reactions”, “DNA recombination” and “protein-DNA complex assembly” terms (Additional file 7: Table S4). Interestingly, these genes were also enriched in the “regulation of telomere maintenance” category, consistent with the dense distribution of siRNAs in the maize chromosome ends (Figure 1). In contrast, the 257 genes harboring kernel-specific siRNA loci were significantly enriched in the “response to cytokinin stimulus” and “response to organic nitrogen” GO functional categories (Additional file 7: Table S4).

**Figure 6:**
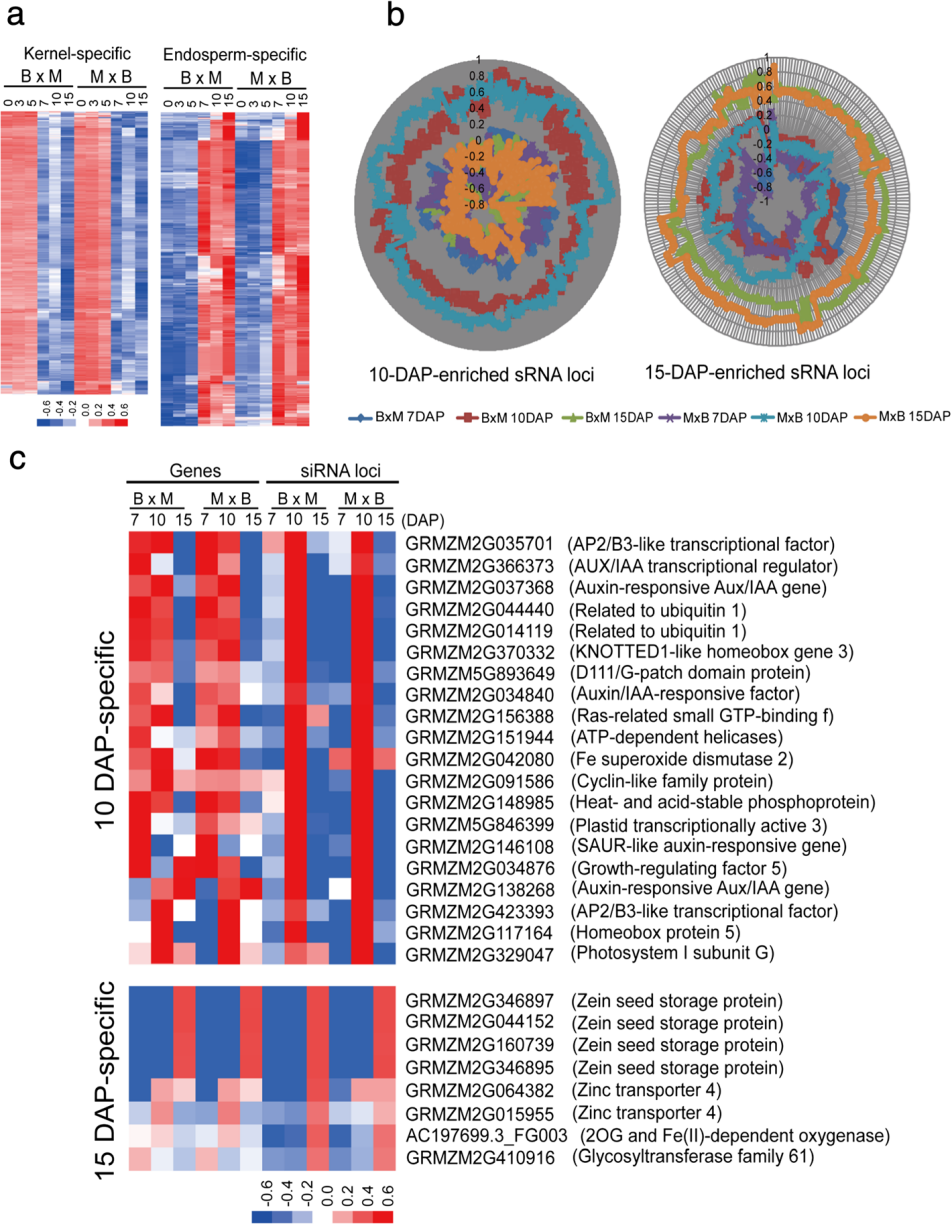
**Functional enrichment of genes harboring 10**-**DAP**-**specific and 15**-**DAP**-**specific siRNA loci within 2**-**kb flanking regions. a**. Expression heat map of kernel-specific and endosperm-specific siRNA loci. 453 kernel-specific and 729 endosperm-specific siRNA loci were identified based on a cutoff of a five-fold difference in average siRNA abundance among the three kernel stages (0, 3, 5 DAP) and three endosperm stages (7, 10, 15 DAP), containing at least 1,000 reads combined from the 12 samples, red indicates high expression level, blue indicates low expression level. **b**. Expression analysis of 10-DAP-specific and 15-DAP-specific siRNA loci in the B73 and Mo17 reciprocal crosses. The siRNA abundance in 7-, 10- and 15-DAP endosperm were first normalized and then clustered based on a five-fold difference in average siRNA abundance among different endosperm developmental stages in both reciprocal crosses, and 776 and 270 stage-enriched siRNA loci in the 10- and 15-DAP endosperms were identified, respectively. **c**. Heatmap of 10-DAP and 15-DAP specifically expressed siRNA loci and their associated genes enriched in the GO analysis. The color scale in blue (low), while (medium), and red (high) represents the relative expression level of maternal or paternal alleles, “M” represents Mo17, “B” represents B73.DAP: days after pollination.

Furthermore, we identified 27, 776 and 270 stage-enriched siRNA loci in the 7-, 10- and 15-DAP endosperms, respectively, using the same criteria as above (Figure 6b). 

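By the same 5-fold rule in both crosses, 3, 26 and 262 of the 34661 sequences were enriched in the 7-, 10- and 15-DAP endosperms. Asking for enrichment in 1 cross alone moved the 7- and 10-DAP numbers the most in size. At 15 DAP a minimum of 100 reads added the most sequences, giving 887, and a 10-fold rule left 48. B×M alone gave 11, 259 and 426 sequences, and M×B alone gave 149, 181 and 460. The sequences with the largest smallest fold over the other stages at 10 DAP were GCCCGGGCGGAGCGGCCGTCGGTG (15.7-fold), GCCGGAGGTAGGGTCCAGCGGCCG (12.9-fold) and GCCGGAGGTAGGGTCCAGCGGCCGG (11.0-fold). At 15 DAP they were GAGGACGACGAATGTGCAGAG (at least 24.4-fold, with 0 reads in M×B at 7 and 10 DAP), GTAGAGGACGACGAATGTGCA (21.3-fold) and TGAAGCTGCCAGCATGATCTGG (20.2-fold). The pseudocount of 0.5 cpm lowers these folds where the other stages are near 0 and so affects their order. These folds compare 1 library per cross and stage, and they were not tested.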

A total of 12, 551 and 103 protein-coding genes, respectively, contained these corresponding stage-specific siRNA loci in their 2-kb flanking regions. Genes harboring 10-DAP-specific siRNA loci showed a significant enrichment in the “response to auxin stimulus”, “response to brassinosteroid stimulus” and “regulation of gene expression” groups (Figure 6C and Additional file 7: Table S4). This result is consistent with our previous observation in the RNA-Seq data in which 20 genes encoding auxin responsive factor (ARF) showed elevated expression at 10 DAP, followed by decreased expression at 15 DAP [22]. This result is also coincident with the report that the IAA concentration abruptly increased in 10-DAP endosperm [30] and then decreased at approximately 15 DAP [31],[32].

In contrast, genes harboring 15-DAP-specific siRNA loci were enriched in the “nutrient reservoir activity”, “protein localization to vacuole” and “secondary metabolite biosynthetic process” categories, including four members of the zein storage protein family (Additional file 7: Table S4). Interestingly, this result is consistent with the observation that 15 DAP is the stage of rapid fresh weight increase and the biosynthesis of zein proteins and starches [23]. Although the exact mechanism of how these stage-specific siRNA loci are involved in the hormone response and nutrient accumulation remains unclear, our data indicates that siRNA expression may correspond to specific cellular or biochemical processes that are essential for endosperm or kernel development.

## Discussion

### Paternal siRNA loci are activated during the early stages of maize seed development

In angiosperms, the activation of the parental mRNA and small RNA transcriptomes after fertilization in seeds remains ambiguous, although some recent studies have indicated that paternal genome activation lagged behind that of maternal genome [7]-[9],[17],[27]. However, other studies have suggested that the parental genomes might contribute equally during the early stages in the zygotes [10]-[12].

In this study, the data enabled us to survey the dynamics of the allelic expression of endogenous siRNAs, i.e. the timing and proportion of parental siRNA loci expression at 3 and 5 DAP during maize seed development, and consistent with the report in *Arabidopsis* that siRNAs are mostly maternal-predominant in maize kernels before 5 DAP, [17],[27]. However, our data also indicated that the transcriptional activation of the paternal siRNA loci in the maize kernel occurred immediately upon fertilization, as demonstrated by the presence of paternal siRNA reads in 3 DAP and 5 DAP kernels (Figure 2), which indicates that siRNA biosynthesis might be differentially regulated in the persistent endosperm of maize and the ephemeral endosperm of *Arabidopsis*, where paternal siRNAs remain largely silent during the first 5 DAP [17],[18]. Due to delayed development and smaller proportions of the embryo compared with the endosperm in maize during the first few DAP [8], we speculated that the activation of paternal siRNAs mainly occurred in the endosperm before 5 DAP. Additionally, paternal siRNA activation might have been completely achieved at least by 7 DAP based on 2 m:1p expression ratio at this developmental stage (Figure 2), leading to the balanced siRNA landscapes of the two parental genomes. The significant difference of the paternal siRNA expression between the 5-DAP kernel (1,372 loci with 3,956 reads) and 7-DAP endosperm (15,172 loci with 171,235 reads) was not likely due to an extremely fast activation of the paternal siRNA alleles within a short period of only 1 or 2 days, but rather, the high proportion of maternal tissues (e.g., pericarp and nucellus) in the kernels largely reducing the detection probability of paternal siRNAs originating from the endosperm. This activation process might be supported by the reprogramming of CHH methylation of the paternal genome that is subject to hypomethylation in the sperm cells before fertilization [21] and later, shared a similar CHH methylation status with the maternal genome in the endosperm after fertilization [33].

Furthermore, siRNA loci and protein-coding genes shared a similar pattern of the paternal allele activation namely, both of their paternally activated alleles were detected in very low read abundances in the 3- and 5-DAP kernels, and then reached the normal ratio of 2 m:1p in the 7-DAP endosperm [22]. However, we failed to detect any concurrent relationship between the paternally activated siRNA loci and protein-coding genes in terms of their 1-, 2- and 5-kb adjacent regions. This result might be either due to an insufficient coverage of the mRNA and siRNA transcriptomes because of the small fractions of endosperm and embryo tissues in the entire kernel or the initial transcriptional activation of the paternal alleles randomly occurring on genomic loci, as the paternally activated alleles in the B73 and Mo17 reciprocal crosses showed a very small overlapping fraction [22].

### A subset of imprinted siRNAs are potentially responsible for imprinted gene expression

Due to the crucial role of 24-nt siRNAs in the RNA-directed DNA methylation (RdDM) pathway, the dynamic change in siRNA expression in developing maize endosperm may reflect the distinct activity of RdDM pathways before and after 7 DAP in the maize endosperm, consistent with the previous report in *Arabidopsis* that the RdDM components were expressed quite low during the early endosperm developmental stages and substantially increased to high levels during the later stages [34]. Therefore, we hypothesize that the immediately activated paternal siRNAs upon fertilization [21], gradually reached the balanced parental expression dosage at some point before 7 DAP in the endosperm, and then invoked the *de novo* methylation assisted by co-expression of RdDM components. This result may explain why the global CHH methylation levels between the maternal and paternal alleles were almost the same in the *Arabidopsis* endosperm [33].

Imprinted siRNA loci may contribute to the formation of the parent-specific DMRs, which is one of the major mechanisms resulting in the imprinted expression of neighboring genes [14]-[16]. Until now, several lines of evidences have indicated the important role of siRNAs in genomic imprinting. First, the maternally expressed *SDC* and *MOP9.5* involved siRNAs that silenced the paternal alleles through the RdDM pathway after fertilization in the *Arabidopsis* endosperm [20]. Second, studies of 12 transposable elements surrounding MEGs showed that 24-nt siRNAs targeted the paternal alleles of these MEGs within 2-kb flanking regions, resulting in the paternally specific CHH hypermethylation and the corresponding paternal-specific silencing [21]. Third, 4 out of 31 imprinted siRNA loci were enriched in DMRs in rice and overlapped with known imprinted genes in the 7- to 8-DAP endosperm of *Nipponbare* and *Kitaake* reciprocal crosses with an opposite imprinting status [18]. Our examination of the association probability between the imprinted siRNA loci and imprinted genes in maize indicated that the imprinted siRNA loci are likely positionally associated with imprinted genes based on the comparison of the observed and simulated possibilities of co-occurrence (Figure 5). Moreover, seven out of thirteen pairs of imprinted genes and imprinted siRNA loci were expressed from opposite parental alleles, indicating that imprinted siRNA may function in recruiting allele-specific *de novo* methylation to silence the corresponding alleles. However, we also found six pairs of imprinted genes and imprinted siRNA loci expressed from the same parent allele. One possible explanation is that some other mechanism may be involved in the regulation of these imprinted genes besides siRNA-mediated *de novo* methylation. For example, the paternally expressed of *PHE1* in *Arabidopsis* was due to hypermethylattion of tandem repeats downstream of the paternal allele, which prohibited the binding of Polycomb Repressive Complex 2 (PRC2) to the paternal *PHE1* allele to form the silencing H3K27me3 histone modification [35],[36].

### Dynamic parental siRNA expression is correlated with key biological events during the development of maize endosperm

The parental expression of siRNA loci showed maternal bias in the 10-DAP endosperm, deviating from the normal ratio of 2 m:1p at 7 DAP and 15 DAP (Figure 3a). Correspondingly, 89% of the imprinted siRNA loci exhibiting strong maternal expression were specific to the 10-DAP stage, as a result of the elevated expression level of maternal siRNAs compared with that at 7 and 15 DAP (Figure 4C). This result is consistent with the previous report in *Arabidopsis* that the maternal allelic expression of certain classes of p4-siRNAs peaked at 4–6 DAP and then gradually decreased to reduced or even undetectable levels during later stages [17]. However, the biological function of p4-siRNAs in the endosperm remains ambiguous because even the mutant *nrpd1*, containing mutations in the largest subunit of PolIV which regulates the biosynthesis of most siRNAs, showed no obvious morphological defects in *Arabidopsis*.

However, a GO analysis of genes harboring siRNA loci within their 2-kb flanking regions indicated that the biogenesis of siRNAs might be closely related to the key developmental events of the endosperm. Overall, the GO terms of genes harboring adjacent siRNA loci indicated that siRNAs most likely influence endosperm development at not only the transcriptional level but also the post-transcriptional level. In addition, the 10-DAP endosperm-enriched siRNA loci showing strong maternally biased expression specifically attracted our attention because 10 DAP is an important stage that coincides with the rapid increase in auxin accumulation and the onset of the starch and particular zein protein biosynthesis in the maize endosperm [23],[30]. Moreover, the maize mutant de*-*B18* (*defective endosperm*-*B18*), with decreased auxin levels, had less dry matter accumulation in the seeds [37]. Interestingly, 10-DAP-specific siRNA-associated genes were significantly enriched in the “response to auxin stimulus” category, and their GO terms also included “response to brassinosteroids (BRs) stimulus”, reminiscent of their potential function in seed development in which BRs regulate the nutrient assimilation from source to sink and the deficient or insensitive BR mutants produce small-sized seeds in rice [38]-[41]. Therefore, although the exact molecular mechanisms still remain unknown, our results indicate that the dynamic activity of siRNA loci might play a crucial role in nutrient uptake and allocation during endosperm development.

## Conclusions

SRNAs are likely to play a crucial role in the maintenance of genome stability in the maize endosperm, and GO term analyses of siRNA associated genes suggests they are also involved in the regulation of nutrient uptake and storage. Systematic analysis of parental siRNA expression indicates a subset of siRNAs subject to allele specific expression in a parent-of-origin manner, and this imprinted expression exhibited dynamic patterns in developing maize endosperm. Additionally, the imprinted expression of sRNAs could be one of causes for gene imprinting based on the association analysis.

## Methods

### Plant materials

The maize B73 and Mo17 inbred lines were grown under greenhouse conditions. The reciprocal crosses and self-pollination were performed as follows. First, the ears were bagged before the growth of silk. Then, when the silks grew to approximately 2 to 3 cm, the ears were cut 2 cm from the top, and the tassels were bagged. The pollination was conducted the next day using the corresponding pollen. The un-pollinated kernels (0-DAP) and the kernels from the reciprocal crosses of B73 and Mo17 at 3, 5, 7, 10 and 15 DAP were harvested. The endosperm tissues from the 7-, 10- and 15-DAP kernels were manually isolated. The endosperm and kernels were harvested from three different ears as three biological replicates and were immediately frozen in liquid nitrogen.

### Small RNA library construction and sequencing

The total RNA was isolated from the 36 (12 samples × 3 replicates) groups of plant material using the TRIzol reagent according to the manufacturer’s instructions. The RNA samples were sent to the Beijing Genomics Institute (BGI) at Shenzhen to isolate small RNAs. Before the library construction, the RNA quality of the 36 total RNA samples was examined using an Agilent 2100 Bioanalyzer. The three biological replicates for each sample were all of high quality and thus were combined to construct the small RNA libraries using the BGI’s standard protocol. Small RNA samples with ligated adaptors were sequenced by Illumina Solexa to generate 36-nt single-end reads. The adaptors were trimmed from the 36-nt reads by BGI. This whole Solexa sequence has been deposited at GenBank under the accession GSE52726 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52726.

### Genic distribution of 24-nt siRNAs

First, gene body and their 1-kb upstream and 1-kb downstream regions were individually divided into 20 equal-sized bins. Then, the siRNAs perfectly mapped to each bin of a gene territory were counted for sense and antisense strands separately. Finally, to plot relative density of 24 nt-siRNAs in gene body and its upstream and downstream regions, their proportions in each bin were normalized by the total number of mapped reads along all three regions, and next, the 24 nt-siRNA densities were averaged by the number of protein-coding genes, pseudogenes or TEs, respectively.

Simulation analysis were performed as follows: the same number of observed 21-nt, 22-nt and 24-nt siRNA loci were randomly placed onto maize genome using ShuffleBed program in the BEDTool, respectively, and counted how many times these siRNA loci were located in genic, intergenic and repetitive regions. This simulation analysis was performed for 1,000 times to generate a series of empirical distributions, and based on which, statistical significance between siRNA and genomic regions was calculated, respectively.

### Identification of siRNA loci and siRNA expression calculation

We used a previously described method to define the siRNA loci. First, the combined reads from the 12 small RNA samples were mapped together to the B73 reference genome by Bowtie1, and only the perfectly matched reads were used to identify the siRNA loci. Then, the overlapping reads were merged to form siRNA “islands” that contained at least three reads. Finally, the neighboring islands within 100 bp were further merged as one siRNA locus. To minimize the artifacts of ambiguous mapping, we retained only those siRNA loci with more than three reads in at least two libraries. When calculating the siRNA expression level of a locus, the contribution of a multiply mapped read to a locus was divided by the number of the read’s mapped locations.

## Abbreviations

siRNA: small interfering RNA

DAP: days after pollination

2 m:1p: 2-maternal vs. 1-paternal

DMRs: differential methylation regions

*SDC*: *SUPPRESSOR OF drm1 drm2 drm3*

MEGs: maternally expressed genes

PEGs: paternally expressed genes

GO: gene ontology

MESL: maternally expressed siRNA loci

nt: nucleotides

TEs: transposable elements

PESL: paternally expressed siRNA loci

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ZN, XW, QS conceived the project. MX, collected the plant materials. MX, RY, YY, HP and MC analyzed data. MX, XW and NZ. wrote the manuscript. All authors’ read and approved the final manuscript.

## Additional files

## Supplementary Material

Additional file 1: Figure S1. Small RNA size distribution with Solexa high throughput sequencing. Click here for file

Additional file 2: Table S1. Small RNA mapping profile summary. Click here for file

Additional file 3: Table S2. Description of identified small RNA clusters based on different criteria. Click here for file

Additional file 4: Table S3. Differential distribution of 21-, 22- and 24-mer clusters in gene loci, repeats and intergenic regions. Click here for file

Additional file 5: Table S5. Allele-specific expression data of the 460 imprinted small RNA clusters. Click here for file

Additional file 6: Figure S2. Parent-of-origin expression patterns of GRMZM2G139406 and its harboring MESL, Mega21192.9. Click here for file

Additional file 7: Table S4. GO category enrichments of kernel-specific siRNA-associated genes, endosperm-specific siRNA-associated genes and 10- and 15-DAP specific siRNA-associated genes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

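Small RNA was measured in 12 libraries of the 2 reciprocal crosses, 6 of whole kernels (0, 3 and 5 DAP) and 6 of isolated endosperms (7, 10 and 15 DAP), with 1 library per cross and stage. RNA of 3 ears was pooled for each library by the authors, size-selected on a gel, ligated to adaptors and amplified by PCR. By the paper's Methods, BGI trimmed the adaptors. Identical reads were collapsed before deposition, so the deposited values are counts: the number of reads of each distinct sequence, with its length. The trimming tool and its filters are not given in the sources used here. The values were not aligned or normalized, and the mapping, siRNA loci and SNP assignment of the paper were made by the authors afterwards and were not repeated here.

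Reads of 18 to 27 nt were used, since the paper gives these lengths. Sequences with fewer than 5 reads over the 12 libraries were left out of the joint table of sequences, but not out of the library totals or the size shares. Of 90750868 distinct sequences over the 12 libraries, 10689900 had at least 5 reads. Depth was 39271512 to 60949130 reads per library, and the 95% Wilson interval of a size share reached at most 0.0152 percentage points to either side. This is counting error only and says nothing about the spread between ears. Levels are given in rpm, scaled by library totals, or in cpm, scaled by the TMM factors of edgeR.

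Size shares of kernels and endosperms were compared by exact permutation of the 12 libraries, over all assignments and within each cross. Counting each distinct sequence 1 time, taking all lengths into the denominator and leaving out the 10 most abundant sequences were the alternatives. Line-specific sequences had at least 10 reads in the 0-DAP kernels of 1 line and 0 in those of the other. Minimums of 5 and 50 reads, allelic pairs alone, 24-nt sequences alone, and removal of the 1% most abundant sequences were the alternatives. Intervals of the maternal to paternal ratio came from 1000 resamples of the sequences. Allelic pairs with at least 20 reads in each cross were called by the paper's rule: a χ2 test against 2 m:1p at 0.01, with at least 90% maternal or 70% paternal reads in both crosses. Alternatives were minimums of 10 and 50 reads and limits of 80% and 95% maternal reads. A single maternal to paternal ratio for all pairs was simulated 200 times.

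Kernels and endosperms were compared by the quasi-likelihood test of edgeR on the counts of sequences with at least 1000 reads, with TMM scaling and Benjamini-Hochberg adjustment. Library totals in place of TMM, DESeq2, a term for the cross and a minimum of 100 reads were the alternatives. The edgeR test was also run on 100 of the 462 splits of the 12 libraries into groups of 6. The 5-fold rule between tissues was applied to mean cpm, and the stage rule to cpm in each cross with a pseudocount of 0.5. The stage rule was also run at 3-fold and 10-fold, in each cross alone, and with a pseudocount of 0.1. Sequences were named by a rule: the most abundant ones of 21, 22 and 24 nt, the 3 largest fold changes in each direction among those that passed in edgeR and were higher in every library of 1 tissue than in every library of the other, and the 3 largest folds among those enriched at 10 and at 15 DAP. A fold against a tissue with 0 reads is a lower limit, computed on the TMM scale against a floor of 3 reads over the 6 libraries. Folds of the named kernel sequences are ratios of mean cpm.

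The grouping of the samples, the main analyses, the naming rule and the alternatives were fixed before the data were examined, apart from those that the closing section names as chosen later. The expected outcome of each test of another explanation was written down before that test was run. This does not cover the tests that the closing section names as chosen later. Alignment to the B73 genome, siRNA loci, distances to genes and transposable elements, and gene ontology terms were left out, because no genome sequence was used here. Genes named in the paper therefore have no values here. The pair calls and edgeR were tested on simulated data.

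Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0 and data.table 1.17.8.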

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

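A library was looked at again where it stood apart from the other 5 of its tissue by a Dixon test on 34 groups, and 8 groups held such a library. A further 20 groups of size shares held 0. Chance alone picks about 1 in 20 groups. The named sequences were picked for standing out in a tissue or at a stage, so more than chance was to be found among them. No test in this part was chosen after its result was seen.

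Of the 8, 3 were sequences enriched at 10 DAP. In B×M at 10 DAP, GCCCGGGCGGAGCGGCCGTCGGTG had 108 rpm, GCCGGAGGTAGGGTCCAGCGGCCG 546 rpm and GCCGGAGGTAGGGTCCAGCGGCCGG 288 rpm. The next endosperm library was M×B at 10 DAP for each of them, with 28.1, 64.7 and 43.4 rpm. The last 2 sequences differ only by 1 added base, so they count as 1 finding. Maternal tissue carried into the library is a technical explanation, but 0.846 of the 10-DAP-enriched sequences lay below their 10-DAP level in every kernel library, which kernel tissue of the sequenced kind would not give. A difference between the mothers B73 and Mo17 at this stage is a biological explanation that was not tested, since each cross has 1 library at 10 DAP.

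In M×B at 15 DAP, CCCAAGATGTGGGCAAAAGGACGG had 63.8 rpm, and the next endosperm library had 12.2 rpm. In M×B at 0 DAP, TTCTTGACCTTGCAAGACTTT had 121 rpm and TAGCCAAGGATGACTTGCCGG 13.3 rpm, and the next kernel libraries had 41.4 and 4.39 rpm. The M×B kernels at 0 DAP are also the library with the fewest reads of all, and rpm values take that into account. Neither a property of Mo17 tissue at these stages nor a fault of the single library was tested.

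The 10 most abundant sequences held 7.56% of the reads of the M×B kernels at 5 DAP, and 3.57% in the next kernel library. Neither over-amplification of these sequences, a technical explanation, nor the endosperm growing in 5-DAP kernels, a biological one, was tested.

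The M×B endosperms at 7 DAP had 60949130 reads, and the next endosperm library had 46530340. A larger sequencing yield is the plain technical reading, and shares and ratios within a library do not depend on it.

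Reads longer than 27 nt made up 0.201% of all reads (1130722 reads), with 0.0113% to 0.555% per library. These reads were not analysed by the paper, which gives 18 to 27 nt. The longest of them exceed the read length in the paper's Methods, and their origin was not tested.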

How the results depend on the processing

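Each result was recomputed under alternatives, of which 5 were chosen after the results were seen: merging pairs that share 18 bases, thinning the informative reads, a pseudocount of 0.1, a minimum of 1000 reads over the endosperm libraries for the stage rule, and library totals without TMM in edgeR. No difference between kernels and endosperms changed direction under an alternative. The order of stages did in places, as given below. The cause of each change below was not tested, unless stated. No paired analysis was possible because each cross and stage is 1 library and the labels carry no replicate numbers; a term for the cross was run in its place. Matching to the Mo17 and B73 genomes, unique matches only, and the settings for siRNA loci were not run, because no genome was used here.

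Both size-share results kept their side under all 4 alternatives each.

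The paternal share became (3- and 5-DAP kernels, then 7-, 10- and 15-DAP endosperms) 2.09%, 1.77%, 31.5%, 19.5% and 34.5% with line-specific sequences of at least 5 reads. With at least 50 reads it became 0.277%, 0.404%, 32.0%, 19.55% and 33.8%. Allelic pairs gave 0.393%, 0.593%, 31.6%, 19.9% and 34.3%, and 24-nt sequences 0.800%, 0.576%, 27.7%, 14.0% and 34.32%. With pairs and with at least 50 reads the share rose from 3 to 5 DAP, and with the other settings it fell. The number of sequences with paternal reads moved in 15 cases and stayed in 5; a lower or higher minimum changes it by construction.

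The maternal to paternal ratio at 7 and 10 DAP became 2.21 and 4.14 with at least 5 reads, 2.23 and 4.17 with at least 50 reads, and 2.15 and 3.98 with pairs. It became 2.63 and 6.04 with 24-nt sequences, and 2.38 and 5.04 without the 1% most abundant sequences. At 15 DAP it became 1.90 with at least 5 reads, 1.92 with 24-nt sequences and 1.99 without the most abundant ones, and it stayed in 2 cases. The ratio was highest at 10 DAP in each of these settings.

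With at least 50 informative reads, the maternally expressed pairs became 0, 17 and 0 at 7, 10 and 15 DAP, the paternally expressed ones 1 at 10 DAP, and the deviating ones 408, 285 and 268. A limit of 95% maternal reads left 118 maternally expressed pairs at 10 DAP and 1 at 15 DAP. Merging pairs that share 18 bases gave 10 maternally expressed groups at 7 DAP and 1, 1 and 1 paternally expressed ones. Thinning left 1 maternally expressed pair at 7 DAP. The other 40 values stayed.

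With at least 100 reads per sequence, 99152 sequences were higher in endosperms and 50815 in kernels, and the 5-fold rule gave 72975 and 35428; more sequences were tested by construction. The 5-fold rule on plain rpm gave 8286 and 2112, and library totals in edgeR left 4666 higher in kernels. These follow from the shift of the median by 0.743 on the log2 scale. The other 5 values stayed.

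The stage-enriched sequences became 7 at 7 DAP on plain rpm. At 7, 10 and 15 DAP they became 95, 148 and 718 at 3-fold, and 0, 3 and 48 at 10-fold. At least 100 reads gave 36 at 7 DAP, above the 22 at 10 DAP, and 887 at 15 DAP. B×M alone gave 11, 259 and 426, and M×B alone 149, 181 and 460. A pseudocount of 0.1 gave 8 at 7 DAP and 104 at 10 DAP. Looser folds and single crosses add sequences by construction. The other 7 values stayed, and 15 DAP had the most in every setting.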

Differences from the paper's values

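The units differ throughout: sequences or allelic pairs here, and siRNA loci, which hold many sequences, in the paper. No cause beyond this difference of scale was tested. Alternatives were set before the values were compared unless named otherwise. A value is listed as different where the larger is more than 1.5 times the smaller.

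The mean number of reads per library was 46807477 here, that is 46.8 in the paper's unit, and the paper gives 13.6. Counting each distinct sequence 1 time gave 13.6, the paper's value.

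Sequences with paternal reads numbered 31820, 38280, 160875, 181782 and 204167 in the 3- and 5-DAP kernels and the 7-, 10- and 15-DAP endosperms, and the paper gives 1165, 1372, 15172, 13381 and 14321 loci. Allelic pairs were within 1.5 times of the paper at 3 DAP (1536), 10 DAP (9781) and 15 DAP (11034), and sequences with at least 50 reads at 7 DAP (22412). No alternative was so at 5 DAP. The minimum of 5 reads and the 24-nt sequences differed at every stage.

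Paternal reads numbered 78371, 73643, 1828346, 1123590 and 1679470 at these stages, and the paper gives 3112, 3956, 171235, 111678 and 159329. Allelic pairs were within 1.5 times of the paper at all 5 stages (2238, 3596, 136273, 80719 and 128207), and the other alternatives were not. Maternal reads numbered 4022207, 4878787 and 3259502 at 7, 10 and 15 DAP, against about 380000, about 600000 and about 320000 in the paper, read by eye from Fig. 3b. Allelic pairs were within 1.5 times of these at 7 DAP (294524) and 15 DAP (246018) but not at 10 DAP (325008), and the other alternatives were not.

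Allelic pairs that deviated from 2 m:1p in both crosses numbered 630, 660 and 487, and the paper gives 2220, 2451 and 2136 loci. Pairs needed at least 20 reads in each cross before this test. The paper names its read count cutoff only after its numbers of deviating loci, so the thresholds may differ as well. Those that deviated toward the same parent in both crosses numbered 19, 258 and 10, and the paper gives 59, 1188 and 110 with a parent-of-origin pattern. All alternatives differed here, including the merged pairs and the thinned reads, which were chosen after the values were seen.

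Maternally expressed pairs numbered 196, and the paper gives 456 loci. At 1 stage there were 192, and the paper gives 444. Its Table S5, as counted here, lists 440 of its 456 maternal loci at 1 stage, 13 at 2 stages and 3 at 3 stages. Only at 10 DAP there were 188, and the paper gives 394. For this last value the minimum of 10 informative reads gave 272, within 1.5 times of the paper, and the other limits differed.

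Kernel-specific sequences numbered 4394 and endosperm-specific ones 4553, and the paper gives 453 and 729 loci. All alternatives differed. Stage-enriched sequences numbered 3 at 7 DAP and 26 at 10 DAP, and the paper gives 27 and 776. At 7 DAP, a minimum of 100 reads gave 36, within 1.5 times of the paper, and the other settings differed. At 10 DAP all settings differed, including the pseudocount of 0.1 and the endosperm minimum, which were chosen after the values were seen.

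In direction, the paper has the most stage-enriched loci at 10 DAP, and here the most sequences were enriched at 15 DAP. The paper has more endosperm-specific than kernel-specific loci, and here the 2 numbers were nearly equal with TMM scaling. The paper's direction was found with plain rpm (8286 against 2112) and with at least 100 reads (72975 against 35428). The paper states that the 10-DAP-specific maternal loci deviated from 2 m:1p at 7 DAP, and here 2 of the 25 such pairs with enough reads did so in both crosses. With so few reads per pair the χ2 rule has little power, so this number does not decide the point. The maternal bias that the paper states at 7 DAP was found, with 86.5% (B×M) and 80.1% (M×B) of the reads of all 188 pairs maternal and a maternal to paternal ratio of 5.08.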

Other observations

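The tests chosen only after the result was seen were 2: kernel sequences at lower minimum levels or against 5-DAP kernels, and the subtraction made with them. The question was whether maternal tissue carried into the 10-DAP endosperm libraries gave the higher maternal share at that stage. The nearest tissue sequenced was the kernels of 0 to 5 DAP, and maternal tissue of 10 DAP was not sequenced.

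Kernel sequences, with at least 10 rpm in the 0-DAP kernels of both lines and nearly absent from the 7- and 15-DAP endosperms, numbered 16. At 10 DAP the 10 of them with 20 to 22 nt stood at 3.57% (B×M) and 3.82% (M×B) of their 0-DAP level, and the 6 of 24 nt at 18.8% (95% interval 11.3 to 26.8) and 27.8% (23.4 to 33.0). Among the former, those of 21 nt stood at 1.97% and 2.15%, and those of 22 nt nearer to the 24-nt value, at 6.18% (4.75 to 8.27) and 9.75% (7.48 to 14.3). Tissue with the profile of the 0-DAP kernels would carry both lengths alike. The smaller lengths together stood at 0.190 (B×M) and 0.137 (M×B) of the 24-nt value. Kernel tissue of the 0-DAP profile is therefore an unlikely source of the whole 24-nt signal. Against 5-DAP kernels, 0 sequences of 20 to 22 nt passed at 10 rpm and 1 at 2 rpm, too few to compare the lengths. Maternal tissue of 10 DAP with a higher share of 24-nt siRNAs remains possible and was not tested.

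Subtracting the kernel share read from all 16 sequences (6.91% and 8.53%) left a 10-DAP ratio of 3.73, above 7 and 15 DAP. It left 120 maternally expressed pairs, 0.625 of the number found. With the share from the 20- to 22-nt sequences the ratio was 4.06 and 0.745 of the pairs were left. With the 24-nt share the ratio was 2.47 and 0.307 were left. With the share from 24-nt sequences of at least 2 rpm against 5-DAP kernels (28.6% and 46.9%), chosen after the results were seen, the ratio was 1.71 and 0.0573 were left. A kernel share of 25.7% would bring the ratio down to that of 7 DAP. These data thus do not decide whether maternal tissue may account for the maternal bias at 10 DAP.

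Among line-specific sequences grouped by how far their kernel level exceeded their level at 7 and 15 DAP, the 10-DAP ratio rose with that excess. It rose from 2.18 to 15.4 for 22-nt and from 2.08 to 18.7 for 24-nt sequences. The 24-nt ratio was the higher one, beyond the intervals, in 5 of 6 groups, so maternal tissue with the sequenced kernels' profile is unlikely to explain all of the difference between these lengths. The rise with kernel level is in line with either carried maternal tissue or renewed maternal expression of kernel siRNAs in the endosperm.

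The mapped shares from the paper's Table S1 give another view. The share mapped to B73 was higher in B×M than in M×B by 21.4, 21.8 and 19.4 points at 0, 3 and 5 DAP. At 7, 10 and 15 DAP the gap was 2.65, 12.2 and 5.10 points, or 0.127, 0.587 and 0.245 of the mean kernel gap of 20.8 points. Among the endosperm stages, the gap and the maternal to paternal ratio were both highest at 10 DAP, but 7 and 15 DAP ranked the other way round in the ratio.

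A few abundant sequences are an unlikely source of the 10-DAP ratio, which was 5.04 without the 1% most abundant ones. If all pairs had a single ratio of 3.98 with counting noise, 1.53 pairs on average would be called maternally expressed at 10 DAP, which is 0.00794 of the 192 found. A single ratio with counting error alone thus does not give this number, and spread from PCR amplification was not simulated.

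For the paternal reads at 3 DAP, 2 technical sources were tested. Sequences of both lines missed in 1 line would give the held-out share, and over all line-specific sequences the share at 3 DAP was 1.41 times that in B×M and 2.21 times in M×B. In allelic pairs it was 1.47 times in B×M and 1.09 times in M×B, where the interval includes no difference. In sequences of at least 50 reads it was 2.53 and 1.92 times. Reads that moved between libraries would fall on sequences abundant in the other cross, regardless of paternal reads at 7 DAP. Matched for that abundance, the odds of paternal reads at 7 DAP were 1.505 times higher for B×M sequences with paternal reads at 3 DAP (95% interval 1.45 to 1.56) and 1.285 times for M×B (1.24 to 1.33). Neither source alone is likely to give all of these reads, but in every set a part as large as the held-out share is not excluded.

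For the higher 24-nt share in kernels than in endosperms, a few abundant sequences are an unlikely source, since 0.948 of the difference was left without the 10 most abundant ones.

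Of 100 splits of the 12 libraries, the real one included, only 1, the real one, gave as many calls in edgeR. It gave 19368 calls, the other splits a median of 0 and at most 1040. The real split keeps both libraries of each stage together, which the other splits need not do. This comparison therefore does not separate tissue from stage.

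Among the sequences enriched at 10 DAP, 3 lay above their 10-DAP level in every kernel library. Of the 262 enriched at 15 DAP, 244 (93.1%) lay below their 15-DAP level in every kernel library.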
